A study of Homo sapiens with 6 samples. Its data were reported in "CircDNA2‐Educated YTHDF2 Phase Separation Promotes PM2.5‐Induced Malignant Transformation Through the Blunting of GADD45A Expression" (2025).

How the data were processed

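The deposited table held 1 value per gene for each of 6 RNA-seq libraries of PM2.5-exposed HBE cells, 3 control and 3 circDNA2 KD. The library names began with T in control and with C in circDNA2 KD libraries, and the groups follow the descriptions in the sample labels. Per the labels and the study's methods, the authors selected poly(A) RNA, aligned the reads with HISAT2 2.0.5 to hg19, counted them per gene with featureCounts 1.5.0-p3 and gave the values as FPKM. The labels and the study's methods name different library kits, and the tool the study used for its test, Ballgown, was not used here. The table held 11662 protein-coding genes, 46 of them with a 0 in at least 1 library, and the lowest higher-group mean was 0.501 FPKM, so genes below about that level had been removed by a rule that is not stated. Library depth is unknown, so no interval that rests on read counts was computed. The study's supplement lists a single stable line, made by infection with a lentivirus, for the control cells and another for the circDNA2 KD cells. Whether the replicates are separate cultures is not stated. The SD, SE and p values here thus measure spread between libraries of a line, not between separate infections.

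Values were analysed as log2(FPKM + 1) in R 4.3.3 with limma 3.58.1. Genes with a mean of at least 1 FPKM over the 6 libraries (10548 genes) were fitted with the group as the only term, eBayes with a mean-variance trend and a 2-sided moderated test, with Benjamini-Hochberg adjustment over the genes tested. Log2 fold changes are KD minus control on that scale and errors are SE, and FPKM are given as mean ± SD. The study's cutoff was a fold over 1.5 and an unadjusted p under 0.05. The exact test of 3 libraries against 3 cannot give a p under 0.1, so single genes were tested only with limma.

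The text names the study's genes, the 10 largest rises and 10 largest falls and the 5 smallest p of each direction among genes at adjusted p under 0.05 with a higher-group mean of at least 5 FPKM, groups that do not overlap and a symbol that is not a clone identifier, and up to 4 members of each list by smallest p. ATF4, SPINK6, KIAA0319, GPX1, GPX8, CTH, PSPH, TXNDC5 and the gene model that overlaps it, and the neighbours of the SPINK genes, were named after their values were seen. Of 38 lists written from background knowledge, 33 had at least 5 tested genes and were tested with camera at a preset correlation of 0.01, and with camera with an estimated correlation and fry beside it, adjusted over the lists. fry asks whether a list's genes move, on balance, 1 way and does not compare them with other genes. The study's text names the lung cancer pathways, and the names of the p53 signaling, glutathione and amino acid pathways were read from a picture of its enrichment, which shows others too. The members of these lists were written from background knowledge and may differ from any release of a pathway database. Camera was run with the same variance trend as the gene tests, a setting chosen after a run without it. Over-representation of the 5 study lists among the tested genes was tested with a 1-sided Fisher's exact test.

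The lists, the tests, the rule for named genes and the alternatives were fixed before the data were examined, except those named as chosen later. The alternatives fixed at the start were pseudocounts of 0.1 and 0.5, no filter, a mean of at least 5 FPKM, TMM-style scaling, quantile normalization, no variance trend, no moderation together with a library term, library weights, the replicate number as a block and leaving out each library. The alternatives added later were a GC correction, which removed from each library a smooth trend of its deviations on gene GC content, and leaving out genes that overlap another on the same strand. GC content came from a GENCODE annotation matched by gene identifier for 99.6% of the tested genes. Gene positions are those of the deposited table (hg19).

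The tests were tested on simulated data with 200 changed genes among 10478. They recovered 51 of 67 genes changed 1.5-fold, 59 of 67 changed 2-fold and 63 of 66 changed 3-fold, and 4.95% of calls were false. The list tests called a shifted list and 0 of 40 lists without a shift. The changed genes and the shifted list were drawn only from genes above about 5 FPKM, so recovery of lower genes was not tested. The simulated genes varied independently of one another, so this does not test false calls of lists whose members are correlated. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. CircRNA levels, proteins and tissue data of the study were not analysed here, and some members of the lists are not reported here.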

Results

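Poly(A)-selected RNA was sequenced from human bronchial epithelial (HBE) cells, an immortalized airway line, after chronic exposure to fine particulate matter (PM2.5). The 6 libraries fell into 2 groups, 3 control libraries and 3 libraries with stable short hairpin knockdown (KD) of circDNA2. CircDNA2 is a circular RNA made from exons of the DNA2 gene. By the study's supplement each group was a single stable line, so the spread over libraries does not cover differences between separately infected lines. The values were FPKM (fragments scaled by gene length and by the mapped fragments of the library) of 11662 protein-coding genes, of which 10548 had a mean of at least 1 FPKM and were tested. FPKM summed to 227101, 229114 and 228057 in control replicates 1 to 3 and to 223099, 223287 and 220099 in circDNA2 KD replicates 1 to 3, and the read depth behind them is unknown. Correlations between libraries across genes were at least 0.980 within a group and at most 0.978 between the groups. CircDNA2 itself was not analysed here, so the knockdown was not checked. The group of each library, and with it every direction, was taken from the sample labels, which give library names that begin with T to control and with C to KD. The labels do not say what these letters stand for, and read as initials of control and treated they would give the opposite groups and turn every sign. No gene analysed here checks this by itself. The study described GADD45A, by qRT-PCR, as negatively regulated by circDNA2, and the mean of GADD45A here was higher in the libraries labelled KD.

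The comparison asked which genes differ when circDNA2 is depleted in PM2.5-exposed HBE cells. Of 38 genes of the integrated stress response, the programme of the transcription factors ATF4 and CHOP, 19 rose and 0 fell in circDNA2 KD cells at adjusted p under 0.05. MYC, a transcription factor that drives growth, rose from 5.73 ± 0.306 FPKM (SD, n = 3) to 57.5 ± 6.71 FPKM (SD, n = 3). Of 38 interferon-stimulated genes 11 fell and 0 rose. A list of 24 genes held chaperones of the endoplasmic reticulum (ER) and other genes of the unfolded protein response. Of this list, called the ER chaperone list below, 6 genes fell and 0 rose. GADD45A, the gene the study followed, averaged 21.6 ± 3.03 FPKM (SD, n = 3) in control and 33.0 ± 3.16 FPKM (SD, n = 3) in KD cells, and its adjusted p of 0.0537 missed 0.05.

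GADD45A (ENSG00000116717.11_2), a stress-induced regulator of growth arrest, lies on chromosome 1 from 68150744 to 68154021 (hg19). Its log2 fold change on the log2(FPKM + 1) scale was 0.59 (SE 0.11), and all 3 KD values (31.8, 30.6 and 36.6 FPKM) were above all 3 control values (20.8, 19.1 and 24.97 FPKM). It only just met the study's cutoff, a fold over 1.5 with an unadjusted p under 0.05. With 1 library left out its log2 fold change ranged from 0.51 to 0.70, and the low end of that range is under 1.5-fold. Its related gene GADD45B (ENSG00000099860.8_3), on chromosome 19 from 2476120 to 2478257, averaged 4.77 ± 0.174 FPKM in control and 8.52 ± 2.04 FPKM in KD cells (SD, n = 3 each). Its log2 fold change was 0.70 (SE 0.16, adjusted p = 0.0888). Without control replicate 3 the adjusted p of GADD45A was 0.0383, and without KD replicate 3 that of GADD45B was 0.0105. With other single libraries left out the adjusted p rose to as much as 0.155 for GADD45A and 0.242 for GADD45B. The linear host gene DNA2 (ENSG00000138346.14_3), a nuclease and helicase of DNA replication on chromosome 10 from 70173821 to 70231878, averaged 11.05 ± 0.688 FPKM in control and 10.8 ± 0.306 FPKM in KD cells (SD, n = 3 each). It differed by -0.03 on the log2 scale (SE 0.06, adjusted p = 0.842), and without control replicate 2 by 0.019. YTHDF2 (ENSG00000198492.15_3), a reader of m6A-modified RNA, averaged 8.23 ± 2.75 and 7.68 ± 1.87 FPKM (SD, n = 3 each), a difference of -0.07 (SE 0.24, adjusted p = 0.909). That difference was 0.16 without control replicate 3 and 0.039 without KD replicate 1. GADD45G was not analysed here.

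**Figure D1:**
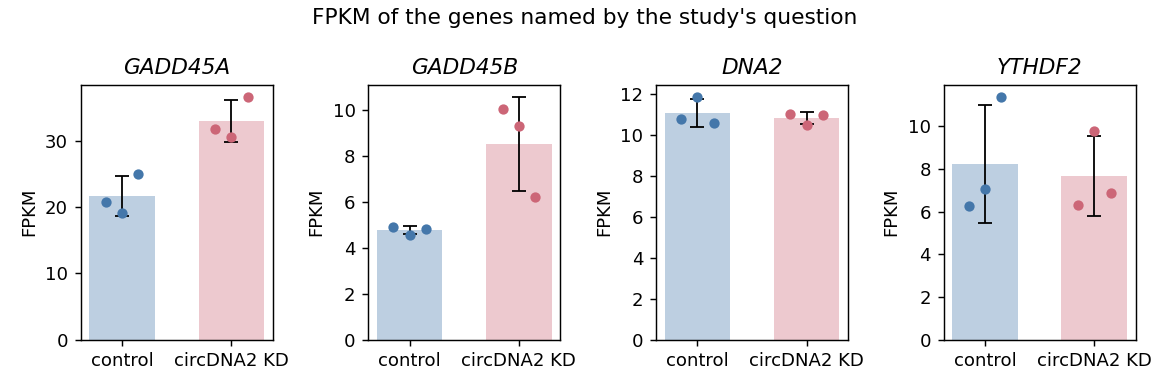
FPKM of GADD45A, GADD45B, DNA2 and YTHDF2 in the control and circDNA2 KD libraries; bars are group means, error bars are SD over 3 libraries and points are single libraries. The KD values of GADD45A and GADD45B lie above all control values, and those of DNA2 and YTHDF2 overlap them.

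At adjusted p under 0.05, 337 genes differed between the groups, 212 higher and 125 lower in circDNA2 KD cells. The study's cutoff took 170 genes, 106 higher and 64 lower, and 99 genes passed both. In limma at an unadjusted p under 0.05 there were 1954 genes against 527.4 expected by chance. Of the genes at adjusted p under 0.05, 27 rose and 7 fell by more than 2-fold on the log2(FPKM + 1) scale. Leaving out 1 library at a time gave between 135 and 256 genes. The count moved by more than 1.5 times without control replicate 1 (137), control replicate 2 (146), control replicate 3 (199), KD replicate 2 (135) or KD replicate 3 (141). A fit that both left out variance moderation and added a library term, after the study's tool, called 3 genes, LIMCH1 higher and ADI1 and KIAA0319 lower, so the other genes named below lost their calls under it.

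Among the genes that rose most, MYC, on chromosome 8 from 128747680 to 128753680, had a log2 fold change of 3.11 (SE 0.09, adjusted p = 3.1e-04). DAG1, which encodes the matrix receptor dystroglycan, had a log2 fold change of 3.53 (SE 0.56, adjusted p = 0.0324). Its control values were uneven at 2.91, 1.55 and 11.7 FPKM, against a KD mean of 57.0 ± 3.38 FPKM (SD, n = 3). The protease inhibitors SPINK5 and SPINK13 rose by 1.62 (SE 0.12) and 1.41 (SE 0.07) on the log2 scale. ALPL, an alkaline phosphatase, rose from 6.10 ± 0.526 to 20.4 ± 1.1 FPKM (SD, n = 3 each; adjusted p = 7.3e-04). PKDCC, a secreted kinase, rose by 1.32, the stress cytokine GDF15 by 1.21, the thioredoxin-binding protein gene TXNIP by 1.2, the actin-binding protein gene LIMCH1 by 1.19 and C16orf72 by 1.12. RAVER1 rose by 1.32, but it overlaps on the same strand a gene model whose mean was 11.2 FPKM in control and 0.073 FPKM in KD cells. Their sum was 17.0 ± 9.61 and 15.9 ± 0.923 FPKM (SD, n = 3 each). FPKM are scaled by the length of each model, so such a sum cannot tell whether reads moved between models. DAG1 lost its call without any library except control replicate 3 (adjusted p up to 0.115) and TXNIP without control replicate 1 or any KD replicate (up to 0.118). The other genes of this paragraph kept theirs without any 1 library (up to 0.0366).

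Of the genes at adjusted p under 0.05 with at least 5 FPKM in the higher group, MSC fell most. It encodes the transcriptional repressor musculin and went from 14.9 ± 1.19 to 3.58 ± 0.299 FPKM (SD, n = 3 each), a log2 fold change of -1.79 (SE 0.08, adjusted p = 7.3e-04). GREM1, a secreted antagonist of bone morphogenetic proteins, fell from 6.26 ± 0.351 to 2.04 ± 0.070 FPKM (SD, n = 3 each; log2 fold change -1.25, adjusted p = 7.3e-04). CD59, an inhibitor of the complement attack complex, had a log2 fold change of -1.1 (SE 0.20, adjusted p = 0.0460), the collagen-binding proteoglycan gene LUM -1.07 (SE 0.09) and STEAP1 -1.05 (SE 0.09). The interferon-induced genes IFI44 and SAMD9 fell by 0.93 and 0.74, the basal keratin gene KRT17 by 0.72 and ADI1, an enzyme of methionine salvage, by 0.62. C5orf46 fell by 0.80, and it overlaps SCGB3A2 on the opposite strand. ATRIP, a partner of the checkpoint kinase ATR, fell by 1.46 while a gene model that overlaps it on the same strand rose by 0.91. Their sum was 8.40 ± 0.357 FPKM in control and 6.94 ± 0.494 FPKM in KD cells (SD, n = 3 each), with the same limit as the sum for RAVER1. CD59 lost its call without any library except KD replicate 3 (adjusted p up to 0.137), and the other genes of this paragraph kept theirs without any 1 library (up to 0.0417).

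**Figure D2:**
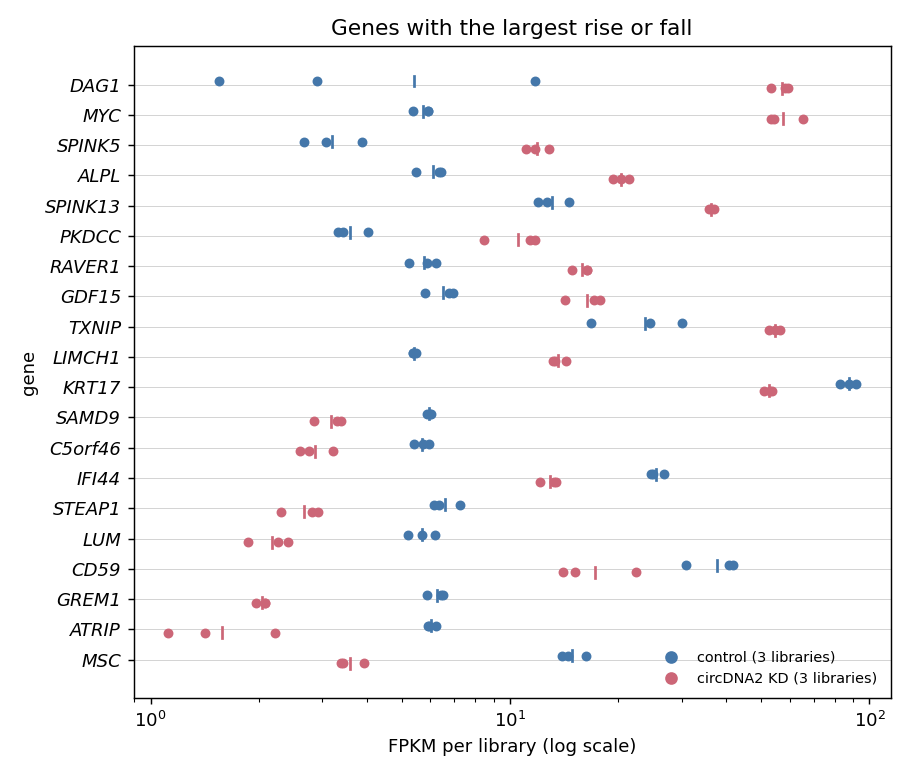
FPKM per library, on a log axis, of the 10 genes with the largest rise and the 10 with the largest fall in circDNA2 KD cells, among genes at adjusted p under 0.05, with at least 5 FPKM in the higher group, groups that do not overlap and a symbol that is not a clone identifier; points are single libraries and short bars are group means. MYC lies near 5.73 FPKM in control and 57.5 FPKM in KD cells, and the 3 control values of DAG1 are spread from 1.55 to 11.7 FPKM.

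Of the 33 gene lists tested with camera, 13 passed an adjusted p of 0.05, 5 higher and 8 lower in circDNA2 KD cells. With an estimated correlation 0 of the 33 lists passed, the lowest adjusted p was 0.172 and 5 lists had an unadjusted p under 0.05. The mesenchymal and TGF-beta list and the heat shock list had estimated correlations of -0.0087 and -0.0085, below the preset 0.01. Their unadjusted camera p still went from 1.6e-06 to 0.0052 and from 5.0e-04 to 0.0202. With an estimated correlation camera takes its degrees of freedom from the 6 libraries, not from the number of genes, which lowers its power. The lost calls are thus not due to correlation among members alone. The fry test called 11 of the 13 lists, and did not call the cytosolic ribosomal (fry adjusted p = 0.316) and immune marker (fry adjusted p = 0.0977) lists. The mitochondrial share of FPKM given with the RNA quality markers, lower in all 3 KD libraries than in any control library, went with each of these 13 lists. The integrated stress response list was higher (adjusted p = 4.0e-22, and adjusted p = 0.237 with an estimated correlation), with 33 of 38 members up when adjusted over the list alone. Its members CHAC1, which degrades glutathione, DDIT3, which encodes CHOP, and NUPR1, a stress-induced chromatin protein, rose by 1.11, 0.85 and 0.63 on the log2 scale (adjusted p = 0.0017, 0.0034 and 0.0018) and kept their calls without any 1 library. DDIT3, IFIT3, HSP90B1, TAGLN, KRT10 and LOX overlap a gene model on the opposite strand, and whether reads were counted by strand is not stated, so their values are uncertain. ATF4 itself rose by 0.25, a call lost without control replicate 2 or 3 or KD replicate 2 or 3 (adjusted p up to 0.0707).

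Amino acid biosynthesis genes were higher (adjusted p = 0.0056, and adjusted p = 0.422 with an estimated correlation), with 6 of 53 up and 0 down, and 16 up and 1 down adjusted over the list alone. The study showed that pathway as enriched in these samples, so the list is not independent evidence. Its members ASNS, the asparagine synthetase, and PHGDH, the first enzyme of serine synthesis, rose by 0.67 and 0.32. Both genes also belong to the integrated stress response list, so these lists are not separate findings. ASNS lost its call without KD replicate 2 or 3 (adjusted p up to 0.0555) and PHGDH without any library except KD replicate 1 (up to 0.0879).

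Targets of the YAP and TEAD transcription factors were higher (adjusted p = 5.1e-04, and adjusted p = 0.288 with an estimated correlation), with 2 of 23 up and 0 down, and 7 up adjusted over the list alone. These 2 were LATS2, a kinase that restrains YAP, which rose by 0.38, and AMOTL1, which rose by 0.28. Immediate early genes were higher (adjusted p = 0.0193, and adjusted p = 0.354 with an estimated correlation). Of 30 members 4 were up, namely MYC, DUSP5, JUN and DUSP1, and 6 were up adjusted over the list alone. The mean of this list was 0.17 (SD 0.61 over members) and its median 0.06, while MYC was at 3.11. The list was not tested without MYC, so it is not a finding separate from MYC. Of 39 epithelial junction genes only 13 were tested, and these were higher as a list (adjusted p = 0.0136, and adjusted p = 0.326 with an estimated correlation). JUP, the junction protein plakoglobin, was the 1 member of 13 that rose, with 4 up and 1 down adjusted over the list alone. Without KD replicate 3 the adjusted p of the immediate early list was 0.0705 and that of the junction list 0.0659. With genes of a mean of at least 5 FPKM they were 0.155 and 0.0777. After the GC correction the immediate early list had 0.0751, and in the unmoderated library-term fit the lists had 0.0716 and 0.110. JUN and AMOTL1 lost their calls without any 1 library (adjusted p up to 0.135 and 0.166), LATS2 without any except KD replicate 1 (up to 0.105). DUSP5 lost its call without control replicate 1 or 3 or KD replicate 2 or 3 (up to 0.0717), and DUSP1 and JUP without control replicate 2 or 3 or KD replicate 2 or 3 (up to 0.0699 and 0.0998).

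Among the lists that were lower, interferon-stimulated genes (adjusted p = 6.3e-07, and adjusted p = 0.223 with an estimated correlation) included IFI44, OASL, which binds the RNA sensor RIG-I, and IFIT3, with log2 fold changes of -0.93, -0.46 and -0.46 that kept their calls without any 1 library. Adjusted over the list alone 15 of 38 members were down. The ER chaperone list was lower (adjusted p = 5.8e-05, and adjusted p = 0.288 with an estimated correlation), with HSPA5, HSP90B1 and CALR at -0.40, -0.44 and -0.37, which also kept their calls without any 1 library. There were 11 down and 2 up adjusted over the list alone. Mesenchymal and TGF-beta response genes were lower (adjusted p = 1.3e-05, and adjusted p = 0.172 with an estimated correlation), with 6 of 34 down and 3 up, and 17 down and 4 up adjusted over the list alone. FN1, which encodes fibronectin, TAGLN and the filament gene VIM were at -0.51, -0.40 and -0.23, whereas the collagen gene COL3A1 rose by 1.45 from 0.627 ± 0.042 FPKM (SD, n = 3). At such low levels the added 1 FPKM shrinks the log2 fold change, and with a pseudocount of 0.1 COL3A1 was at 2.29 and FN1 at -0.82. FN1 lost its call without control replicate 1 or 2 or KD replicate 3 (adjusted p up to 0.0566), and TAGLN and VIM without any library except KD replicate 1 (up to 0.0692 and 0.0954).

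Heat shock genes were lower (adjusted p = 0.0018, and adjusted p = 0.223 with an estimated correlation), with 3 of 16 down and 2 up, and 8 down and 2 up adjusted over the list alone. The chaperone gene HSPA8 was at -0.51 and the small heat shock genes CRYAB and HSPB8 rose by 0.65 and 0.34. CRYAB, also a low-level gene, was at 1.04 with a pseudocount of 0.1. Cholesterol synthesis genes were lower (adjusted p = 4.5e-05, and adjusted p = 0.326 with an estimated correlation), with the enzyme genes MSMO1 and IDI1 at -0.27 and -0.28 as the 2 of 24 that fell. There were 5 down adjusted over the list alone. HSPA8 lost its call without control replicate 1 or 2 or KD replicate 2 (adjusted p up to 0.0603), and CRYAB without control replicate 1 or 2 (up to 0.0570). The call was lost for HSPB8 without any library except control replicate 1 (up to 0.103), MSMO1 without any 1 library (up to 0.114) and IDI1 without any except KD replicate 1 (up to 0.143).

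**Figure D3:**
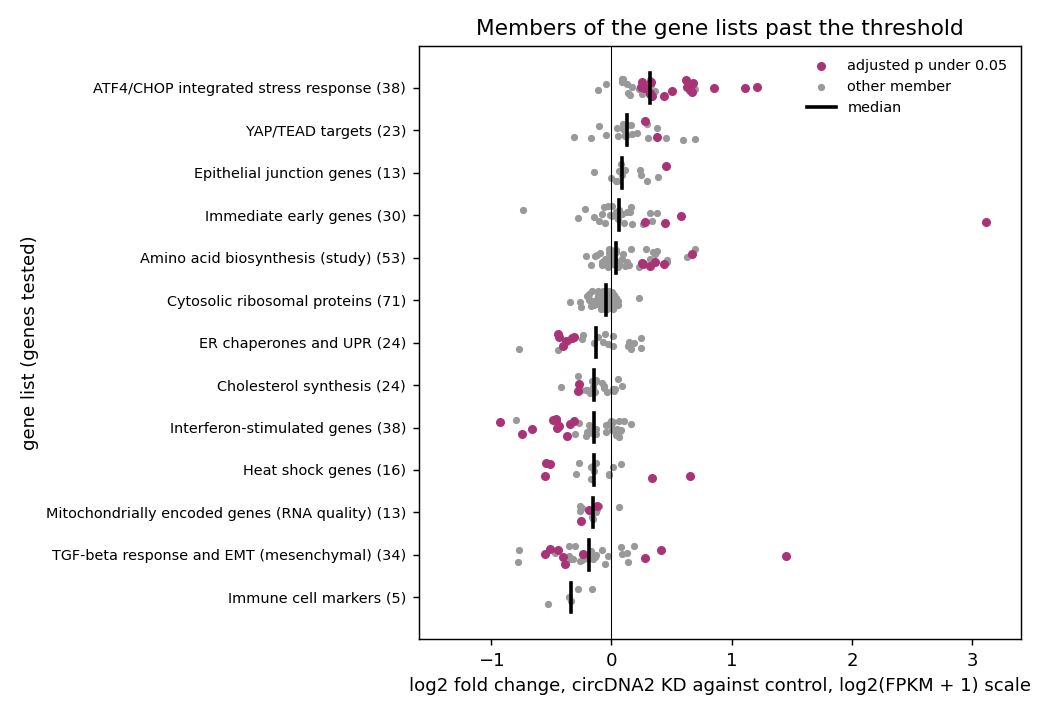
Log2 fold change, on the log2(FPKM + 1) scale, of each tested member of the 13 gene lists that passed an adjusted p of 0.05 with camera; colored points have an adjusted p under 0.05 and black bars are medians. The median of the integrated stress response list was 0.32 and that of the interferon-stimulated list -0.15.

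Among the lists of RNA quality and of other cell types, the mitochondrial and immune lists passed in camera at the preset correlation. The histone, fibroblast and basal lists did not. The 13 mitochondrially encoded genes made up 18.7%, 19.4% and 19.5% of FPKM in control replicates 1 to 3 and 17.5%, 17.8% and 17.5% in KD replicates 1 to 3. As a list they were lower and 3 of them fell, with 12 down adjusted over the list alone (adjusted p = 1.9e-07, and adjusted p = 0.236 with an estimated correlation). MT-ATP6, MT-CO2 and MT-ND3 were at -0.26, -0.19 and -0.12, calls lost without any 1 library except that MT-CO2 kept its call without KD replicate 1 (adjusted p up to 0.151, 0.151 and 0.187). Cytosolic ribosomal protein genes were lower as a list, with a median of -0.05 and 0 of 71 past the threshold over all genes or adjusted over the list alone (adjusted p = 8.7e-05, and adjusted p = 0.617 with an estimated correlation). MT-ATP6 overlaps other gene models on the same strand. Quantile normalization gives the highest-ranked genes of every library near-equal values by construction, so the adjusted p of 0.819 it gave the mitochondrial list does not test that list. The ribosomal list had 0.511 under it, and without KD replicate 3 that of the ribosomal list was 0.175. In the unmoderated library-term fit the mean of the ribosomal list was 0.011, the opposite direction. The 5 tested genes of the immune list had a median of -0.33 (adjusted p = 0.0193, and adjusted p = 0.354 with an estimated correlation). Of them 0 passed the threshold over all genes or adjusted over the list alone. HBA1, among them, is a haemoglobin gene and not an immune marker, and FCER1G and CD68 averaged only 1.73 and 3.04 FPKM in control. That list lost its call without control replicate 1 (0.0632) or KD replicate 1 (0.0970).

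Markers of fibroblasts went both ways, with COL3A1 up and LUM and FAP down at adjusted p under 0.05, 3 up and 2 down adjusted over the list alone, and a list adjusted p of 0.518. With a pseudocount of 0.1 FAP was at -1.4. Basal airway markers also went both ways, with AQP3 at 0.43, KRT17 at -0.72 and S100A2 at -0.64, 2 up and 3 down adjusted over the list alone, and a list adjusted p of 0.587. AQP3 lost its call without control replicate 2 or 3 or KD replicate 2 or 3 (adjusted p up to 0.0777) and S100A2 without any library except KD replicate 2 (up to 0.0955). Of 3 squamous markers KRT10, a keratin of differentiating cells, rose by 0.58 (adjusted p = 0.0018), and 1 was up adjusted over the list alone. Of 4 secretory markers 0 passed limma's threshold over all genes or adjusted over the list alone, and EGFL7, the 1 endothelial marker tested, was at 0.23 (adjusted p = 0.109). These 3 lists and the GADD45 list were too small for camera. The latter had 3 genes tested, the family members GADD45A and GADD45B and the gene of a protein that binds them, GADD45GIP1, at -0.02 (adjusted p = 0.922), with 0 past the threshold over all genes and GADD45A and GADD45B up adjusted over the list alone. Of the ciliated markers 0 reached the filter.

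The remaining lists did not pass in camera. Replication and end resection partners of DNA2 had 1 of 41 members down, ATRIP (adjusted p = 0.587, 1 down adjusted over the list alone). The genes beside DNA2 on chromosome 10 had 1 of 16 down, the proteoglycan gene SRGN (adjusted p = 0.664, 1 up and 1 down adjusted over the list alone). The m6A writers, erasers and readers (23 genes, adjusted p = 0.627) and the CCR4-NOT deadenylation genes (28 genes, adjusted p = 0.664) had 0 members past limma's threshold over all genes or adjusted over the list alone. The same held for the pro-apoptotic genes (25 genes, adjusted p = 0.664) and the targets of the aryl hydrocarbon receptor (7 genes, adjusted p = 0.664). G2/M genes (56 genes, adjusted p = 0.102) had KIF20B and CKS2 down, also adjusted over the list alone, and S phase genes (42 genes, adjusted p = 0.147) had 0 either way. Direct p53 targets had GDF15 and SESN2 up, also adjusted over the list alone, among 32 genes (adjusted p = 0.401). Both genes also belong to the integrated stress response list. NRF2 targets had GSR up and AKR1C3 down among 34 (adjusted p = 0.823, 3 up and 2 down adjusted over the list alone). Metallothioneins had MT2A and MT1X down among 8 genes (adjusted p = 0.147, 3 down adjusted over the list alone) and hypoxia genes LOX down among 33 (adjusted p = 0.257, 1 up and 3 down adjusted over the list alone). Inflammatory NF-kB targets (20 genes, adjusted p = 0.973) had 0 past the threshold and 1 up and 1 down adjusted over the list alone, and replication-dependent histones (16 genes, adjusted p = 0.397) 0 and 1 down. The G2/M list passed without KD replicate 1 (0.0082) and the metallothionein list without control replicate 1 (0.0425). Under other settings G2/M passed with library weights (0.0360), S phase after the GC correction (0.0435) or in the unmoderated library-term fit (0.0498) and metallothioneins at a mean of at least 5 FPKM (0.0332).

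Of the genes named in these lists for the first time, GSR and LOX lost their calls without any 1 library (adjusted p up to 0.168 and 0.151). CKS2, AKR1C3, MT2A and MT1X lost theirs without any library except KD replicate 1 (up to 0.151, 0.0797, 0.0816 and 0.0935). KIF20B lost its call without any library except control replicate 1 (up to 0.143) and SRGN without any except control replicate 3 (up to 0.106).

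Over-representation of the study's pathways was tested among the 170 genes at its cutoff. The lists are named after pathways that the study showed as enriched in these samples, so they are not independent evidence. Glutathione metabolism passed (4 genes against 0.629 expected, 1-sided Fisher's exact test, adjusted p = 0.0173), with CHAC1 higher and ANPEP, GPX1 and GPX8 lower, of which GPX1 and GPX8 did not pass the adjusted threshold singly. The p53 signaling list held 4 genes (adjusted p = 0.0541), among them RPRM, an inducer of arrest in G2 phase, which rose by 1.08, and the SESN2, GADD45A and GADD45B genes. The non-small cell lung cancer list held 3 genes (adjusted p = 0.0734), PRKCB, GADD45A and GADD45B. The small cell lung cancer list held 3 genes (adjusted p = 0.128), MYC, GADD45A and GADD45B, and the amino acid list 3 genes (adjusted p = 0.0734), ASNS, CTH and PSPH. ASNS, CTH, PSPH, SESN2 and CHAC1 also belong to the integrated stress response list. With the genes at adjusted p under 0.05 in place of those at the study's cutoff, amino acid biosynthesis passed (6 genes, adjusted p = 0.0330) and glutathione metabolism did not (adjusted p = 0.0603). As whole lists in camera the adjusted p was 0.518 for p53 signaling, 0.298 for non-small cell lung cancer, 0.866 for small cell lung cancer and 0.664 for glutathione metabolism. In that order they had 4 up and 1 down, 4 up and 0 down, 6 up and 3 down, and 3 up and 1 down adjusted over the list alone. Over all genes RPRM and SESN2 of the p53 signaling list were up and SERPINB5 was down, and PRKCB and the cell cycle factor E2F2 of the non-small cell list were up.

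The glutathione call of the over-representation test was lost without control replicate 1 (0.0886), control replicate 2 (0.0682), KD replicate 1 (0.136) or KD replicate 3 (0.155). Without KD replicate 2 the p53 signaling (adjusted p = 0.0218), non-small cell (0.0305) and small cell (0.0461) lists passed, and without control replicate 3 the non-small cell list did (0.0456). Among the genes named with them, PRKCB lost its own call without control replicate 1 or KD replicate 2 or 3 (up to 0.0583) and SESN2 without control replicate 1 or 2 or KD replicate 2 or 3 (up to 0.0991). SERPINB5 and E2F2 lost theirs without any 1 library (up to 0.126 and 0.0935). With a pseudocount of 0.1 the low-level genes PRKCB and ANPEP were at 2.72 and -1.43.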

Values the study reported

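The study reported 114 circRNAs that were higher and 123 that were lower after chronic PM2.5 exposure of HBE cells. It described circDNA2 as a circular RNA of 476 nt made from exons 8 to 10 of DNA2. By qRT-PCR it described both GADD45A and GADD45B as potential targets of circDNA2, and GADD45A as a gene that circDNA2 regulates negatively.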

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

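The GC correction and the alternative without overlapping gene models were chosen after the results were seen, as was the variance trend in camera. The direction of a list here is the sign of its mean, a rule set after camera's own direction had been used first and its reversals seen. The fit without moderation and with a library term changed both choices at once and is called the unmoderated library-term fit. The alternative for read counts was not run, since the values are FPKM, and the unknown depth limits any statement on low genes. No alternative moved the median of all genes, 0.0082, by over 0.1, and the share of calls that were higher was 62.9%, but 33.3% in the unmoderated library-term fit, which made 3 calls, and 78.0% with the replicate block. Causes of the differences below were not tested, except that fewer libraries or genes enter some alternatives by their construction.

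Genes at adjusted p under 0.05 (337) numbered 3 in the unmoderated library-term fit, 59 with the replicate block (46 higher and 13 lower, 58 shared) and 135 to 256 with 1 library left out. Genes at the study's cutoff (170) numbered 271 with pseudocount 0.1, 95 at a mean of at least 5 FPKM and 150 to 194 with 1 library left out. Lists that passed (13) numbered 0 with an estimated correlation and 10 to 13 with 1 library left out. The over-represented lists (1) numbered 0 with pseudocount 0.1, the unmoderated library-term fit, library weights or the GC correction, 4 with pseudocount 0.5 or quantile normalization, 2 without overlapping gene models and 0 to 4 with 1 library left out. GADD45A passed with the replicate block (0.59, adjusted p = 0.0463) and without overlapping gene models (0.59, adjusted p = 0.0478). It ranged from 0.51 to 0.70 with 1 library left out, and over all alternatives its adjusted p ranged from 0.0383 to 0.536. GADD45B ranged from 0.58 to 0.89 with 1 library left out, and its adjusted p from 0.0105 to 0.330 over all alternatives. DNA2 was 0.015 after the GC correction and -0.058 to 0.019 with 1 library left out. YTHDF2 was 0.0042 in the unmoderated library-term fit and -0.24 to 0.16 with 1 library left out. The study describes the sequenced cells as 3 pairs and does not say what paired them. The values showed no sign that replicate numbers pair the libraries. Correlations of same-numbered libraries after removal of group means were -0.061, -0.016 and 0.013, and 1 of 6 libraries correlated best with its own number. Of the genes named above that kept their calls without any 1 library, the block ended those of C5orf46 (adjusted p = 0.0512), ATRIP, ANPEP and FAP (0.0532 each), SAMD9 and CALR (0.0559 each), OASL (0.0578), HSP90B1 (0.0686), IFIT3 (0.0781) and KIAA0319 (0.0900).

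The other reversals were in values that did not pass the test, except the ribosomal list. In the unmoderated library-term fit they were TGM1 (-0.0085), GADD45GIP1 (0.051) and the means of the small cell lung cancer (-0.00043), m6A (0.040), NRF2 (-0.027), metallothionein (0.0073), ribosomal (0.011) and DNA2 neighbour (0.017) lists. At a mean of at least 5 FPKM they were the DNA2 partner (0.0096), aryl hydrocarbon receptor (0.041), NF-kB (0.058) and histone (-0.0049) lists. Without overlapping gene models they were the p53 signaling (0.0055), DNA2 partner (0.0079) and aryl hydrocarbon receptor (0.013) lists. With library weights the p53 signaling (0.0045) and aryl hydrocarbon receptor (0.014) lists reversed, and after the GC correction the p53 signaling (0.0036) and DNA2 neighbour (0.025) lists. The DNA2 neighbour list also reversed with pseudocount 0.1 (0.00096) and with no filter (0.023). With 1 library left out the ranges were -0.032 to 0.21 for SCGB3A2, -0.084 to 0.021 for GADD45GIP1, -0.0073 to 0.0076 for p53 signaling and -0.038 to 0.017 for m6A. They were -0.010 to 0.064 for NRF2, -0.060 to 0.096 for the aryl hydrocarbon receptor, -0.083 to 0.023 for NF-kB and -0.025 to 0.018 for the DNA2 neighbours. With camera at its preset correlation, the call was lost in 12 values of single lists and gained in 6 over the alternatives. For the named genes other than GADD45A, GADD45B, DNA2 and YTHDF2 it was lost in 353 values and gained in 32. LIMCH1 and ADI1 alone among the genes with the largest changes or smallest p passed in the unmoderated library-term fit. The sign of camera, the median and the mean differed for NF-kB (up, mean -0.03), small cell lung cancer (down, mean 0.04), and glutathione (down, median 0.01), and fry's direction was up for p53 signaling, small cell lung cancer and glutathione where camera's was down, with none past the threshold in either (fry adjusted p = 0.316, 0.371 and 0.660).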

Other observations

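The tests of the MYC region, of the MYC targets, of overlapping pairs and of the change per gene of the ER chaperone list, and the choice of the SPINK region, came only after the results were seen. SPINK6, another Kazal-type protease inhibitor, lies between SPINK5 and SPINK13 on chromosome 5 (147582357 to 147594700, hg19). SPINK6 rose from 124 ± 3.04 to 250 ± 25.2 FPKM (SD, n = 3 each; log2 fold change 1.01, adjusted p = 0.0034), and a gene model between SPINK6 and SPINK13 rose by 1.3 (adjusted p = 0.0060). On the sides of this cluster SCGB3A2 was at 0.10 (adjusted p = 0.793) and FBXO38 at 0.13 (adjusted p = 0.302), while C5orf46 fell by 0.80. SPINK6 kept its call without any 1 library (adjusted p up to 0.0206).

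MYC was higher by 3.11 on the log2 scale in circDNA2 KD cells. A gain of the chromosome region would raise its neighbours, but the 23 tested genes within 5 Mb had a median of -0.051 (SD 0.21, highest 0.43) with 0 at adjusted p under 0.05 in limma. After the GC correction MYC was at 3.10 (SE 0.08). The correction could change it little, since the median deviation of the genes lowest or highest in GC content was at most 0.056 in size in any library. A gain of the wider region and a GC trend of that size are thus argued against as the whole cause. A gain of MYC without its tested neighbours was not tested. A list of 59 tested MYC targets, written after a few of its members had been seen and sharing 11 genes with the other lists, had a median of -0.0073 (quartiles -0.06 and 0.03) and a camera p of 0.343 (0.30 with an estimated correlation), with 0 members called in limma and 26 higher in KD cells. An effect of the knockdown and a difference between the cell lines that is not due to circDNA2 were not tested apart, so both stay open.

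In camera at the preset correlation, the integrated stress response list was higher and the ER chaperone list lower in circDNA2 KD cells. With an estimated correlation neither list passed in camera (adjusted p = 0.237 and 0.288). After the GC correction the mean of the stress response list was 0.38 (SE 0.05 over its member genes, not over libraries) against 0.39 before. Its median was at percentile 100 of 10000 random lists of matched expression, so trends with GC content or expression level are argued against for it. Its members are correlated (estimated correlation 0.36), so that SE overstates the precision. For the ER chaperone list the median was at percentile 0 of such lists. Its mean was -0.15 before and -0.15 (SE 0.06 over members) after the GC correction. That misses the bound set for the test because the members are spread, so the GC trend stays open by it, while the change per gene was 0.0044 (SE 0.0035 over members). An effect of the knockdown and a difference in culture between the groups were not tested apart, so both stay open.

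Some large changes may come from reads divided differently between overlapping gene models. Of 65 genes with a fold over 2, 13 (20%) overlapped another listed gene on the same strand, against 6.78% of the other tested genes (odds ratio 3.44, 95% interval 1.71 to 6.44, 1-sided Fisher's exact p = 4.0e-04), and 3 of the 34 at adjusted p under 0.05 did. Of 23 overlapping pairs with a member at the study's cutoff 16 went opposite ways (69.6%, exact 95% interval 47.1% to 86.8%), against 54.5% of all 354 pairs, which leaves open whether pairs trade reads in general. TXNDC5, an ER protein disulfide isomerase, is an example, at -2.71 with an overlapping model at 3.86, neither past an adjusted p of 0.05. Their sums were 100 ± 20.9 and 110 ± 2.79 FPKM in control and KD cells (SD, n = 3 each). As FPKM are scaled by the length of each model, these sums cannot tell whether reads moved. Without control replicate 1 both models passed (adjusted p = 0.0053 and 5.1e-04).

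The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. Of the 10 splits, 1 gave a count as large as the real one, the real one itself, in each of 4 results. The real split gave 337 genes at adjusted p under 0.05 and the highest other split 12, 170 and 81 genes at the study's cutoff, 13 and 7 lists, and 1 and 0 over-represented lists. The over-represented lists are named after pathways the study showed as enriched in the real grouping, so their comparison is not independent. Every other split puts control and KD libraries together, so a real difference between the groups would widen its spread and lower its counts.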
